# Genome-Wide H3K4me3 Analysis in Angus Cattle with Divergent Tenderness

**DOI:** 10.1371/journal.pone.0115358

**Published:** 2015-06-18

**Authors:** Chunping Zhao, José A. Carrillo, Fei Tian, Linsen Zan, Scott M. Updike, Keji Zhao, Fei Zhan, Jiuzhou Song

## Abstract

Tenderness is one of the most important properties of meat quality, which is influenced by genetic and environmental factors. As an intensively studied epigenetic marker, histone methylation, occurring on arginine and lysine residues, has pivotal regulatory functions on gene expression. To examine whether histone methylation involves in beef tenderness variation, we analyzed the transcriptome and H3K4me3 enrichment profiles of muscle strips obtained from the *longissimus dorsi* (LD) of Angus steers previously classify to the tender or tough group. We first plotted a global bovine H3K4me3 map on chromosomes and called peak-enriched regions and genes. We found that majorities of H3K4me3 on genes were occupying the first intron and intergenic regions and its maps displayed similar patterns in tender and tough groups, with high H3K4me3 enrichment surrounding the transcription start site (TSS). We also explored the relationship of H3K4me3 and gene expression. The results showed that H3K4me3 enrichment is highly positively correlated with gene expression across the whole genome. Cluster analysis results confirmed the relationship of H3K4me3 enrichment and gene expression. By using a pathway-based approach in genes with H3K4me3 enrichment in promoter regions from the tender cluster, we revealed that those genes involved in the development of different tissues–connective tissue, skeletal and muscular system and functional tissues–; while in tough group those genes engaged in cell death, lipid metabolism and small molecule biochemistry. The results from this study provide a deep insight into understanding of the mechanisms of epigenetic regulations in meat quality and beef tenderness.

## Introduction

Tenderness is one of the most important factors influencing beef palatability, and is determined cooperatively by genetic and environmental factors [1–3]. Several studies, and especially the ones that examined histone modifications, reported that environmental factors might impact muscle development and beef tenderness through distinct types of epigenetic mechanisms. [4–6]. Histone methylation occurring on arginine and lysine residues has pivotal regulatory functions and has been examined intensively. So far, a lot of research focused on the association of histone methylation and the process of myogenesis, muscular proliferation, differentiation and fusion to form new muscle fibers has been performed. Some reports mentioned that histone H3 lysine 27 tri-methylation (H3K27me3) distributes widely throughout the genome in both myoblasts and myotubes, and could regulate myogenic differentiation through silencing muscle-specific and cell cycle genes [7,8]. Other studies have shown that H3K9me3 participates in shutting off cell cycle genes during muscle differentiation [9]. Researchers also found that the *Myog* (Myogenin) gene displayed enrichment in both H3K4me2 in the promoter region and H3K4me3 within the transcribed region, during active myogenesis [10]. Histone methylation also relates to the muscle fiber type [11]. Differential histone modification patterns were observed at myosin heavy chain genes in fast and slow skeletal muscle fibers [12]. These histone modification studies mainly focused on the key genes, which have been known to play pivotal roles on muscle proliferation and differentiation.

In recent years, genome-wide epigenetic maps have been reported for yeast, mice, fly, bovine and human [13,14]. However, few whole-genome histone modification maps have been created for bovine [13]. In our study, we used chromatin immunoprecipitation along with massively parallel sequencing (ChIP-Seq) to generate particular genome-wide H3K4me3 profiles in Angus cattle with divergent tenderness of *longissimus dorsi* (LD). We correlated gene expression profile with H3K4me3 pattern in promoter regions. Taken together, we intended to find some underlying contribution of histone modification to beef quality. Our results show that H3K4me3 correlates positively with gene expression and particularly enrichment in promoters associates with active genes. We also revealed the relationship of some H3K4me3 markers with the beef tenderness variation.

## Results

### Genome-wide H3K4me3 maps in LD of Angus Cattle

To detect the distribution of histone modification across the entire genome, first we produced a H3K4me3 map employing the ChIP-Seq approach in the tender and tough groups, respectively. 

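H3K4me3, the trimethylated form of lysine 4 of histone H3, marks active promoters, and ChIP-Seq sequences the DNA fragments that an antibody against the mark pulls down. The LD is the loin muscle of the carcass. Equal amounts of chromatin of 4 tender steers were combined into 1 library, and those of 5 tough steers into another. The Warner-Bratzler shear force, the force needed to cut a cooked core of the meat, was 6.77 ± 0.56 kg in the tender group and 19.93 ± 0.39 kg in the tough group, as the paper gives it. With 1 pooled library per group (no replicates), the spread between steers cannot be computed, so no difference between the groups has a replicate check. For each group the authors deposited the list of H3K4me3 peaks called by SICER, with the chromosome, start, end and score of each peak. The methods name bosTau4 as the genome, the deposited lists state no build, and positions are given here as in those lists, counted from 1. On chromosome X the listed peaks reach 148.8 Mb, beyond the end of about 88 Mb drawn in Fig. 1. The positions should therefore not be taken as bosTau4 positions. The files analysed here hold no reads and no control library. From the peak lists, the overlap between the groups, the lengths and scores of the peaks and their number on each chromosome were computed, with an overlap of at least 1 bp counted as shared. No gene annotation of the build was at hand, so genes and transcription start sites were not analysed here.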

After immunoprecipitation, the following steps have been performed successively; ChIP-DNA quality assesment, library construction and sequencing on the Solexa platform. The resulting reads were aligned to a reference genome (bosTau4) and duplicates were removed from the dataset. 

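The deposited peak lists do not state how many reads each library had, but the scores hold their relative number. SICER counts the reads in windows of 200 bp, scores each window by minus the natural log of the Poisson probability of its count given the mean count per window, and adds the scores of the windows in a peak. The 16 tender peaks that were a single window long had 4 distinct scores, which correspond to between 8 and 17 reads in a window and a mean of 0.157 reads per window over the genome. The 4 such tough peaks had 3 distinct scores, between 9 and 11 reads, and a mean of 0.182 reads per window. The largest misfit between the scores and these means was 5.964e-10 in the tender and 7.861e-11 in the tough group. If both libraries were scored with the same genome size, the tough library was 1.165 times as deep as the tender one. With only the lowest 3 score levels the ratio was again 1.165, where the tough list has no further levels to leave out. The reads in a peak were counted in the same way up to a score of 180, a step chosen after the scores had been seen. This gave a number for 12153 of the 12930 tender peaks (94.0%) and 11137 of the 11535 tough peaks (96.5%), each matched by exactly 1 number of reads. When the mean was raised by 0.1% as a control, 0 peaks were matched in either group. The counted peaks had a median of 21 reads in the tender group (quartiles 14 and 32) and 23 reads in the tough group (quartiles 16 and 33). Limiting the count to peaks up to a score of 100 lowered the medians to 17 and 20 reads.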

A total of 3,141,135 unique reads of 25 bp generated from the two representative groups, mapped back to the bovine genome. To further explore the distribution pattern of H3K4me3 on LD muscle, SICER, a commonly used clustering approach for identification of enriched domains from histone modification ChIP-Seq data, was used [8]. 

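A SICER score rises with the number of reads in a peak beyond the background, and the same number of reads scores lower in the deeper library. The lowest score was 23.2 in the tender and 25.2 in the tough group. The median score was 59.4 in the tender group (quartiles 34.8 and 101.0) and 57.4 in the tough group (quartiles 36.7 and 91.1). The highest score, 2371.6 in the tender and 1125.1 in the tough group, belonged to the same peak on chromosome 25 from 17729801 to 17731200. The next tender peaks lay on chromosome 16 from 34308801 to 34310200 (score 1485.1), chromosome 4 from 69326801 to 69347800 (884.6), chromosome 1 from 61603201 to 61604800 (708.3) and chromosome 23 from 7233801 to 7242800 (665.9). The next tough peaks lay on chromosome 1 from 61603201 to 61604800 (1115.1), chromosome 7 from 89222601 to 89226000 (841.6), chromosome 16 from 34309401 to 34310200 (648.0) and chromosome 1 from 80175601 to 80189000 (609.2). Peaks covered 28.4 Mb in the tender group and 31.3 Mb in the tough group.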

In total, we found 12,452 and 11,395 H3K4me3 peaks in tender and tough groups, respectively. 

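The deposited lists held 12930 H3K4me3 peaks in the tender group and 11535 in the tough group (1 pooled library each, no replicates). Of these, 3 in each group lay on the mitochondrial chromosome, which left 12927 and 11532 on chromosomes 1 to 29 and X. Keeping only peaks with a score of at least 2 times the lowest in the list moved the totals most, to 7948 tender and 6603 tough peaks.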

From these, 2,710 and 1,829 corresponded for unique peaks in the tender and tough groups. 

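Without any overlap with a peak of the other group were 2838 tender peaks, or 21.9% (95% Wilson interval 21.2 to 22.7%), and 1605 tough peaks, or 13.9% (13.3 to 14.6%). Unique peaks had lower scores than shared ones, with medians of 29.6 against 74.5 in the tender group and 30.5 against 64.6 in the tough group. In both groups the permutation test across peaks gave p = 1e-05, the smallest that 100000 resamples can give, and peaks of 1 library are not independent replicates. In the lowest quartile of scores 60.3% of the tender peaks were unique, followed by 23.9%, 3.4% and 0.15% in the quartiles above it. The tough group gave 41.9%, 12.1%, 1.5% and 0.07%. The unique peaks, all with a score low enough to count their reads, held a median of 12 reads in the tender group (quartiles 11 and 15) and 14 in the tough group (quartiles 13 and 17), while the counted shared peaks held a median of 25 in each group. The highest-scoring unique tender peaks lay on chromosome 25 from 2769801 to 2772400 (score 121.8, 39 reads), chromosome 26 from 18441401 to 18444400 (118.5, 42 reads), chromosome 1 from 132002201 to 132003400 (113.8, 33 reads), chromosome 2 from 107914601 to 107918400 (106.6, 39 reads) and chromosome 16 from 55515801 to 55517200 (102.5, 31 reads). Those of the tough group lay on chromosome 23 from 13859401 to 13867000 (141.2, 57 reads), chromosome 14 from 50790201 to 50794400 (96.4, 38 reads), chromosome 7 from 47706201 to 47709800 (82.1, 34 reads), chromosome 8 from 107643801 to 107646400 (79.5, 31 reads) and chromosome 2 from 18057001 to 18060200 (76.2, 32 reads). With the same number of peaks in each group, 16.3% of the tender (1877) and 17.2% of the tough peaks (1989) were unique, but with equal totals the unique counts follow from the shared counts, so this setting does not test the difference between the groups. The settings that moved the numbers most went in opposite directions. A peak that had to reach 2 times the lowest score in its own list, compared with all peaks of the other group, left 324 tender and 91 tough peaks unique, while a reciprocal overlap of 50% raised them to 4852 and 3457.

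**Figure D1:**
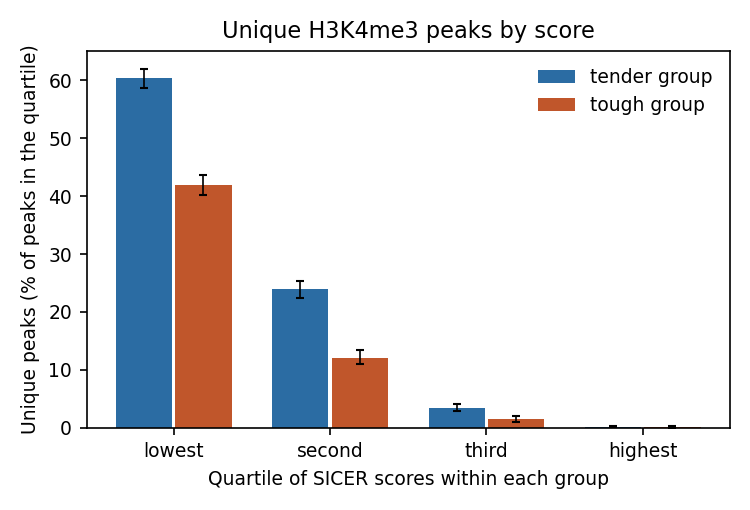
Percentage of H3K4me3 peaks without overlap in the other group, for each quartile of SICER scores within the tender and tough groups. Bars are the share of peaks in the quartile and error bars its 95% Wilson interval; the share falls from 60.3% in the lowest to 0.15% in the highest quartile of the tender group, and from 41.9% to 0.07% in the tough group.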

The common peaks accounted 9,742 and 9,566, respectively (Table 1). 

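With an overlap of at least 1 bp counted as shared, 10092 tender peaks (78.1%) and 9930 tough peaks (86.1%) overlapped a peak of the other group. A gap of up to 400 bp in place of an overlap, the gap SICER bridged within a peak, gave 10126 and 9961 shared peaks. An overlap of 50% of the peak's own length gave 9653 and 8644, and a reciprocal overlap of 50% gave 8078 in each group. Among the 11535 highest-scoring peaks of each group, 9658 tender and 9546 tough peaks were shared. The shared peaks fell furthest with the threshold of 2 times the lowest score in both groups, to 5998 of 7948 tender and 5942 of 6603 tough peaks.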

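Tough peaks were longer than tender peaks, with a median of 2400 bp (quartiles 1800 and 3400) against 2000 bp (quartiles 1400 and 2800) and a mean of 2713.6 bp against 2196.5 bp (permutation test across peaks, p = 1e-05 for both, the smallest that 100000 resamples can give). The medians differed by as much when only the 11535 highest-scoring peaks of each group were compared. Among 9474 pairs of peaks that overlapped one to one, the tough peak was the longer in 5645 (59.6%), the tender peak in 2888 (30.5%), and 941 had the same length. Within pairs the tough peak was longer by a median of 200 bp and a mean of 393.2 bp. A peak of one group that overlapped at least 2 peaks of the other was rarer. It was seen for 109 tender peaks, 1.1% of the shared ones, which together overlapped 218 tough peaks, and for 262 tough peaks, 2.6% of the shared ones, of which 253 overlapped 2 and 9 overlapped 3 tender peaks. Split peaks were long, with a median of 4200 bp in the tender and 4800 bp in the tough group. The split tender peak with the highest score, on chromosome 4 from 69326801 to 69347800 (21000 bp, score 884.6), overlapped tough peaks from 69317001 to 69334200 (score 377.8) and from 69334801 to 69347800 (score 409.6). In the tough group it was a peak on chromosome 25 from 39422601 to 39433200 (10600 bp, score 525.2), over tender peaks from 39421001 to 39427800 (score 431.8) and from 39428601 to 39433400 (score 143.4). Requiring 2 times the lowest score in both groups reduced the split peaks to 30 tender and 83 tough peaks. Allowing a gap of up to 400 bp in place of an overlap raised them to 163 tender and 320 tough peaks. Each overlap joins 1 tender and 1 tough peak, 10201 overlaps in all, so the numbers of shared peaks can differ only through split peaks. In these lists the split peaks therefore account for the whole difference between 10092 tender and 9930 tough shared peaks. The counts do not show whether the length of peaks caused the splits. From the split peaks the paper reasons that the lengths of peaks could account for the unequal numbers of shared peaks.

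**Figure D2:**
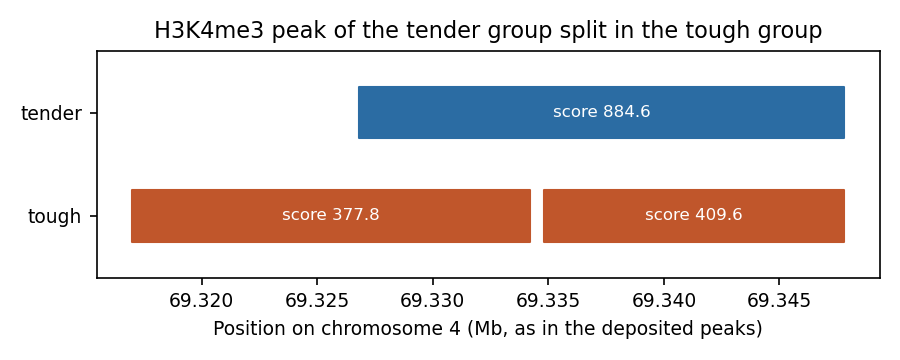
Peaks of the tender and tough groups around the highest-scoring split tender peak, drawn to scale along chromosome 4 in Mb, with the SICER score of each peak. The single tender peak of 21000 bp lies over 2 tough peaks of 17200 and 13000 bp.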

The different length of peaks in each group could explain the variation in the number of shared peaks; many times a large peak appeared in one group while multiple small peaks, possibly belonging to the same enrichment, occurred in the other group at the same genomic location. The ChIP quality and the peaks were validated through quantitative PCR.

**Table 1:** Genome-wide H3K4me3 distribution in LD of Angus cattle.

Group	Total peaks	Shared peaks	Unique peaks	Genes	Unique genes	Shared genes
Tender	12452	9742	2710	1597	1585	12
Tough	11395	9566	1829	574	562	12

To obtain the distribution of unique reads for H3K4me3 enrichment on each chromosome, we combined all the unique reads from both tender and tough groups, and then aligned the enriched regions to the bovine genome. The peak distribution on each chromosome was plotted in the Fig 1 and percentages of enrichment compared with the relative lengths of each chromosome are showed in the Fig 2. From the peak distribution, we found that H3K4me3 marker occur heterogeneously on the whole genome. 

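Tender and tough peaks that overlapped were merged, which gave 14263 regions on chromosomes 1 to 29 and X, and each region was placed by its centre in bins of 1 Mb. Each chromosome was taken to end at its last peak in either group. The 2642 full bins held a median of 3 and a mean of 5.3 regions, 589 bins (22.3%) held 0, and the fullest held 46. The fullest bins were on chromosome 29 from 43000001 to 44000000 (46 regions), chromosome 19 from 27000001 to 28000000 (45), chromosome 25 from 26000001 to 27000000 (44), chromosome 7 from 45000001 to 46000000 (43) and chromosome 18 from 56000001 to 57000000 (43). The variance of the number per bin was 8.9 times its mean, while regions placed at random within their own chromosomes gave 2.4 times on average and at most 2.5 times in 1000 draws (permutation of positions, p = 0.001, the smallest that 1000 draws can give). The ratio was 8.5 with tender peaks only and 7.9 with tough peaks only, and it moved most with bins of 5 Mb, to 24.9 against an average of 7.9 at random. From the peaks along the chromosomes in Fig. 1 the paper concludes that the mark is spread unevenly over the genome.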

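The share of the 14263 merged regions on each chromosome was divided by the share of the length of the 30 chromosomes. This fold was 1.20 on chromosome 3 (95% exact interval 1.12 to 1.28, 779 regions), 1.35 on chromosome 7 (1.26 to 1.44, 813 regions), 2.34 on chromosome 18 (2.192 to 2.504, 831 regions), 2.85 on chromosome 19 (2.68 to 3.02, 977 regions) and 2.42 on chromosome 25 (2.23 to 2.63, 558 regions). The largest Benjamini-Hochberg adjusted p of these 5 was 9.758e-07, on chromosome 3 (exact binomial test). Another 5 chromosomes had a higher fold than chromosome 3, namely 23 (1.650), 22 (1.329), 29 (1.298), 13 (1.210) and 11 (1.209). In each group taken alone, chromosomes 13 and 11 were below chromosome 3. The lowest fold of the merged regions, 0.44, was on chromosome X, whose length here is its last peak end. With the genome shares of Fig. 2, read by eye, in place of these lengths, chromosome X had a fold of 1.02 (adjusted p = 0.64, exact binomial test). This fold sets peaks reaching to 148.8 Mb against the share of a chromosome X drawn to about 88 Mb in Fig. 1. It therefore does not show whether chromosome X is at its share. With the same shares chromosome 6 was the lowest with 0.55. The chromosomes the paper names all stayed above 1, from 1.09 on chromosome 3 to 2.28 on chromosome 19. Of the 30 chromosomes, 13 were above and 12 below their share of length at an adjusted p under 0.05 (chi-square over all chromosomes 3722.8, 29 degrees of freedom). The folds of the groups taken alone differed by at most 0.10, on chromosome 18, with 2.36 in the tender and 2.47 in the tough group. The exact binomial test treats neighbouring peaks as independent. An alternative chosen after seeing the data, in which bins of 5 Mb were shuffled across chromosomes 10000 times, changed the result most and left 9 chromosomes past the threshold, 3 above and 6 below. Of the chromosomes the paper names it kept 18 (adjusted p = 0.010), 19 (0.0045) and 25 (0.025), but not 3 (0.53) and 7 (0.29). From the comparison of shares in Fig. 2 the paper concludes that the mark is more abundant on the chromosomes it names.

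**Figure D3:**
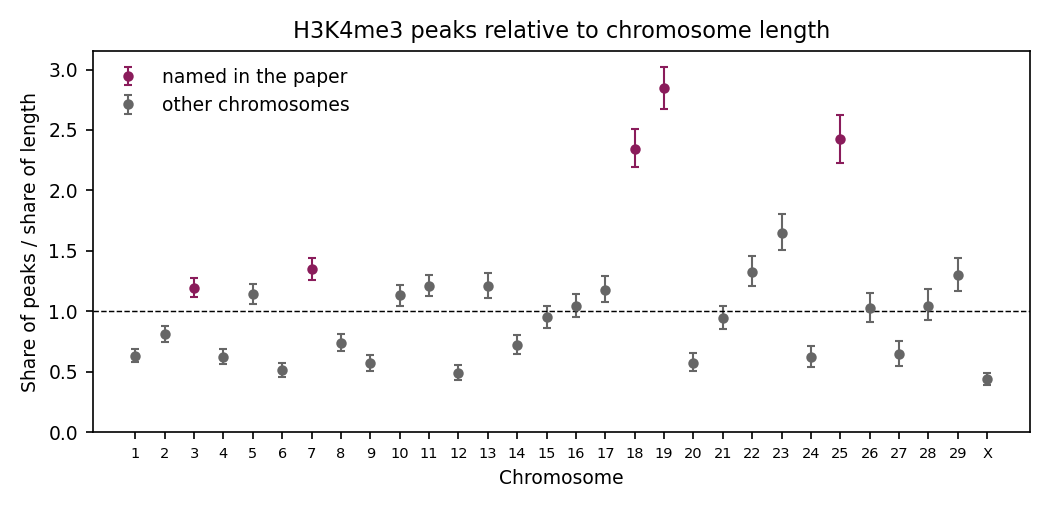
Share of merged H3K4me3 peaks on each chromosome divided by its share of length (vertical axis, no unit), with 95% exact binomial intervals, for chromosomes 1 to 29 and X. The dashed line at 1 is the share of length; chromosomes 19, 25 and 18, named in the paper, are the highest with 2.85, 2.42 and 2.34, and chromosome X, with a length that differs from Fig. 2, is the lowest with 0.44.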

And we further realized that more enrichment of H3K4me3 existed on chromosome 3, 7, 18, 19 and 25 than other chromosomes. These distribution maps implied that genes from these chromosomes are more closely associated with this positive histone marker and may have higher expression levels compared to genes located in other chromosomes. This could also indicate a higher density of LD-specific genes in these chromosomes that are active or could potentially be activated.

**Fig 1:**
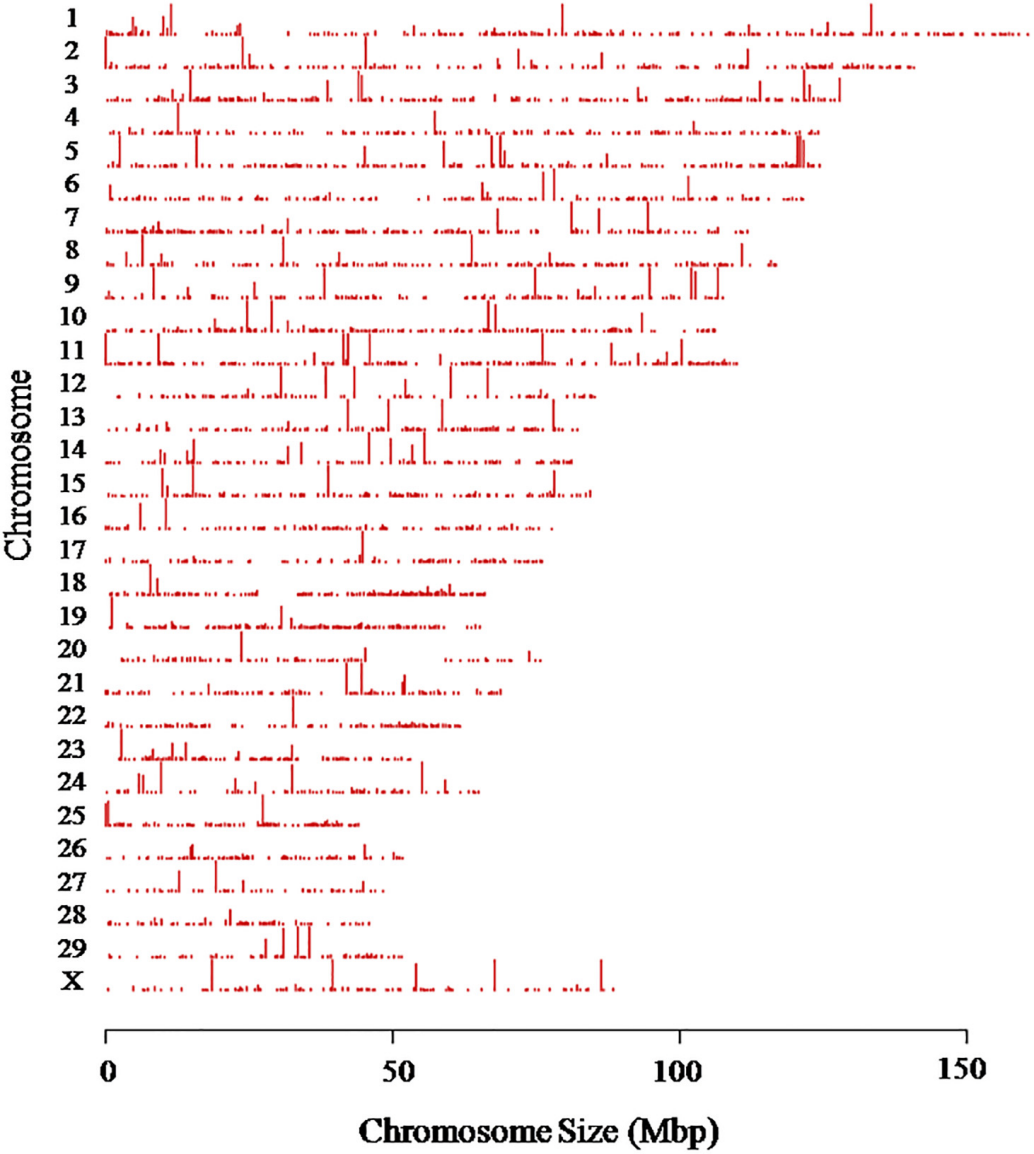
Global distribution of H3K4me3 on the whole genome in LD.

**Fig 2:**
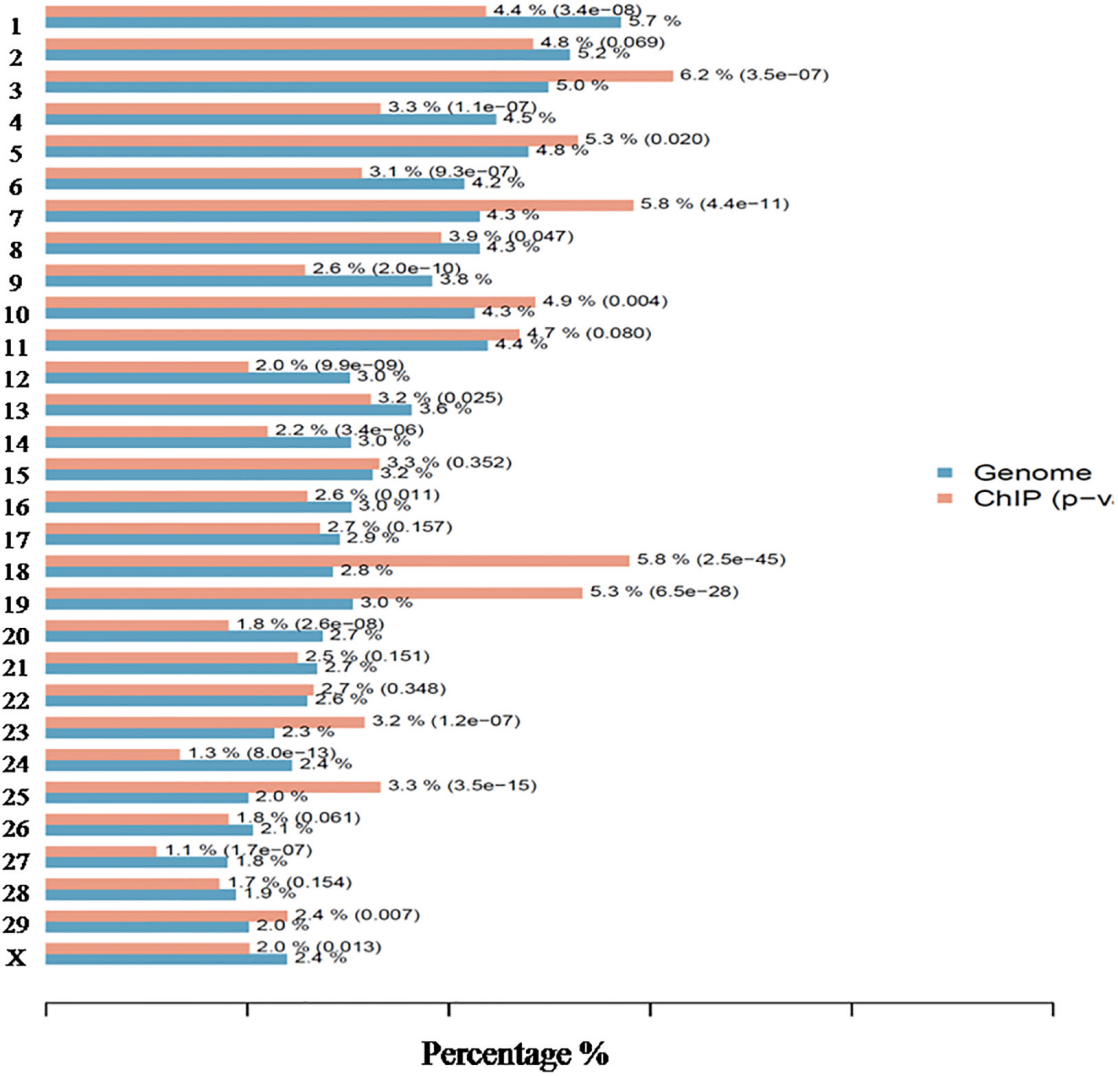
Relative distribution of H3K4me3 on the whole genome in LD.

To explore the function of enriched regions, we searched the overlap between significant peaks with RefSeq and Ensembl genes. We identified 1,597 and 574 unique genes displaying H3K4me3 enrichment in the tender and tough group, respectively. Many of these genes possess pivotal functions in muscle differentiation and beef quality, implying that H3K4me3 plays regulatory roles in both events—muscle differentiation and beef quality variation—, as well. To identify whether H3K4me3 has preference for specific genomic elements, genes were subdivided into seven functional regions: 5’ UTR (Untranslated Regions), exons, first intron, last intron, other introns, 3’ UTR and intergenic regions (Fig 3). We found that distribution patterns of H3K4me3 on genes were almost identical between tender and tough groups with a majority of H3K4me3 markers occupying the first intron and intergenic regions. A survey of the distance between transcription start site (TSS) and the peak, calculated from its central point to the TSS of the nearest gene, showed that H3K4me3 locates mainly within ±1 kb around the TSS (Fig 4).

**Fig 3:**
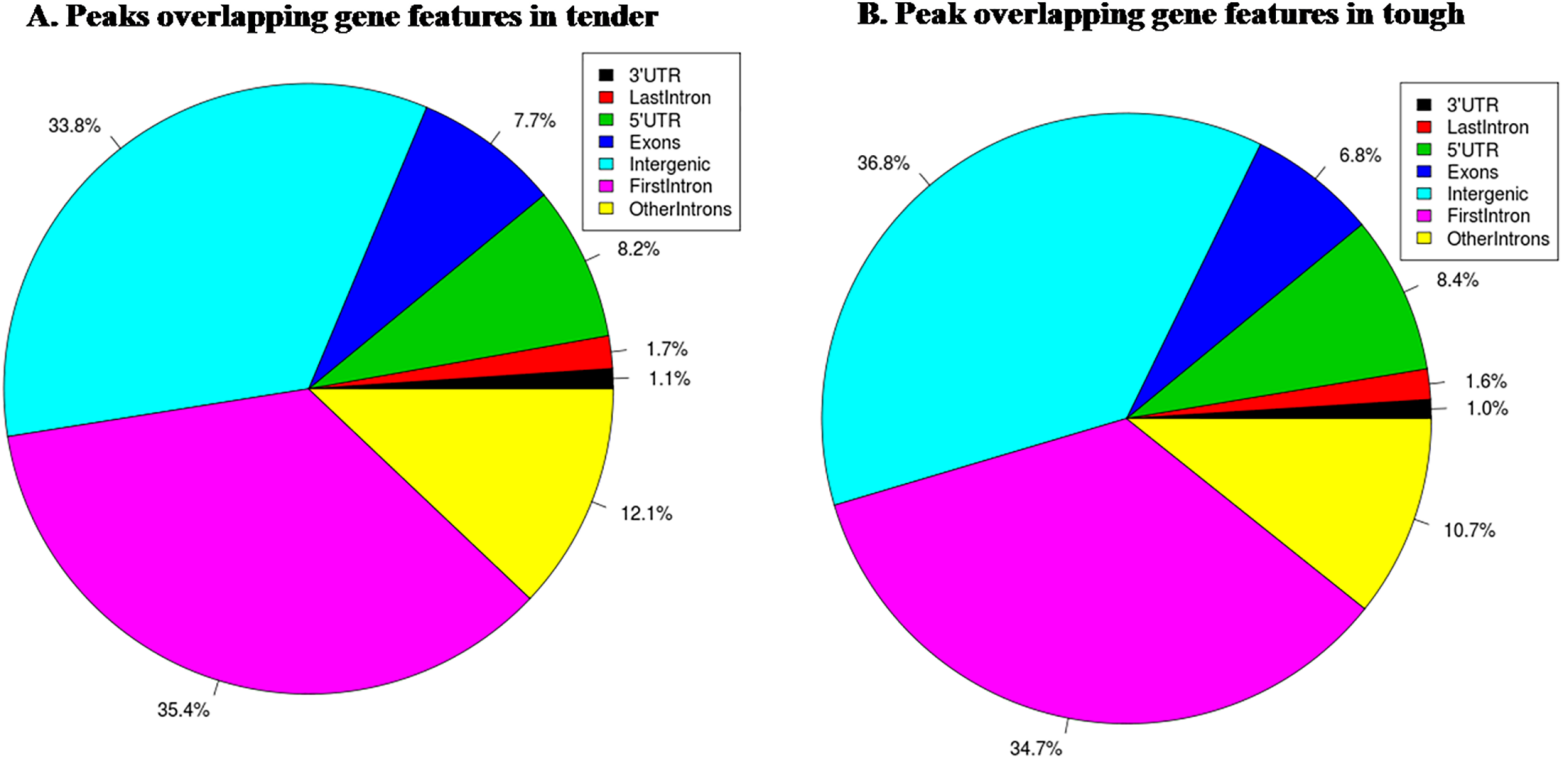
Relative H3K4me3 enrichment on functional parts of genes in LD. (A) Peaks overlapping gene feagures in tender group; (B) Peak overlapping gene features in tough group.

**Fig 4:**
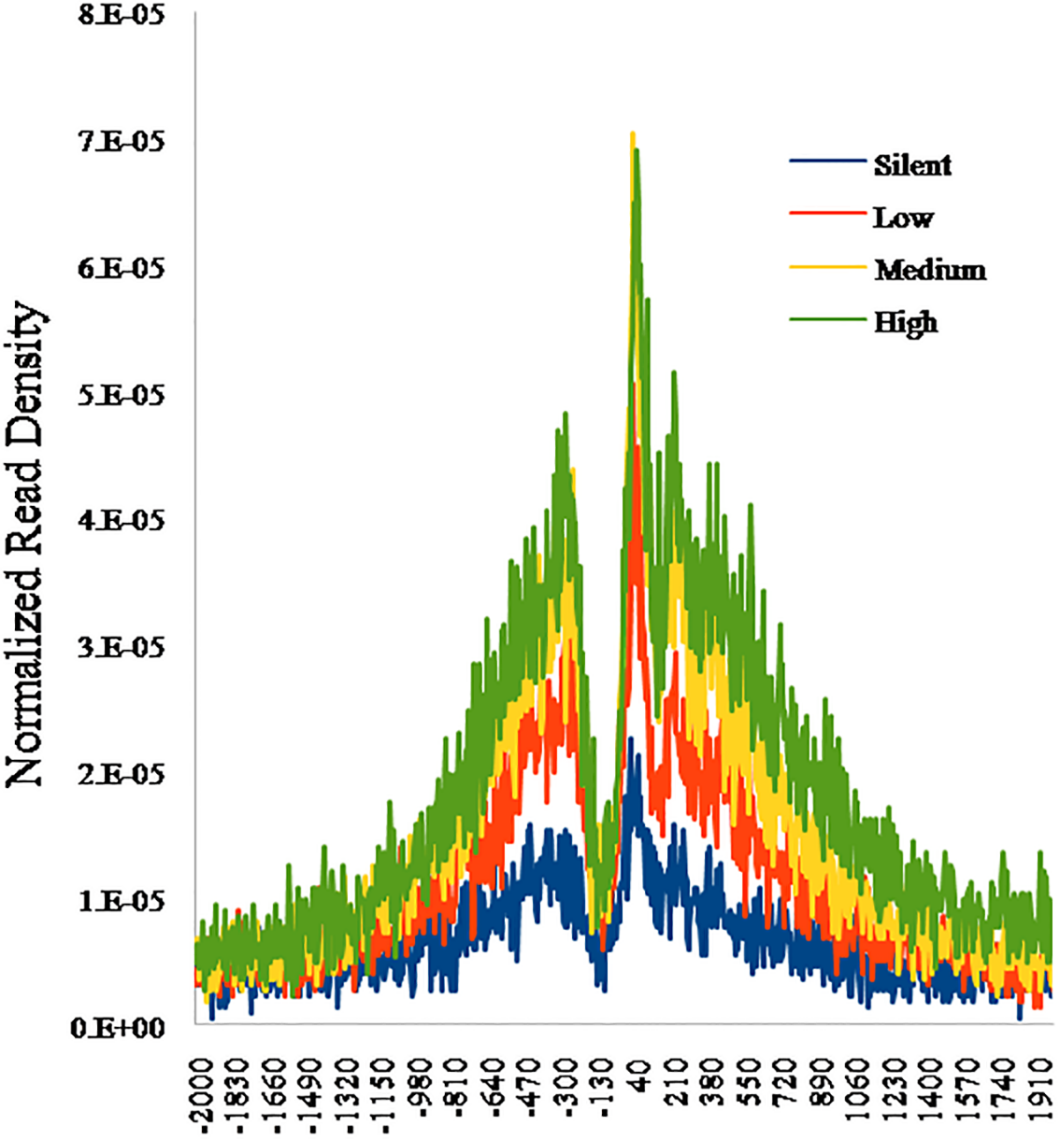
Histone modification enrichment in TSS (transcription start site) and gene body regions and its relationship with gene expression in 4 categories.

### The relationship of H3K4me3 and gene expression

To examine the relationship between H3K4me3 and gene activity in bovines, we evaluated gene expression levels of tender and tough groups using Agilent 4×44K bovine microarray [15]. Subsequently, we analyzed gene expression data along with ChIP-Seq data. To visualize H3K4me3 in gene promoters, we grouped all genes into four categories according to their expression levels (high, medium, low, and silent) and plotted the distribution of H3K4me3 levels around the TSS for each category (Fig 4). Results showed that H3K4me3 mainly enriches around the TSS and sharply declines with increasing distance from the TSS. Importantly, in these 4 categories, the genes with higher expression level also demonstrated larger amount of H3K4me3, indicating that H3K4me3 in promoter correlates highly and positively with gene expression.

To further test the relationship between gene expression and H3K4me3 on the entire gene structure, we grouped all the genes into ten categories regarding their expression level. These categories have arranged from the lowest category 1(cat1) to the highest category 10 (cat10). The H3K4me3 level for each group was plotted around TSS, promoter region (from -5000 to TSS), the gene body region, TTS (transcription termination site) and intergenic region (from 3000 to TTS). We scaled a percentage of length instead of the true length to solve the problem of plotting genes with different exon and intron length (Fig 5). The results were consistent with the histone marker profiles around the TSS region. Namely, the H3K4me3 mainly enriches around TSS and it occupancy at the whole-genome level positively correlates with gene expression.

**Fig 5:**
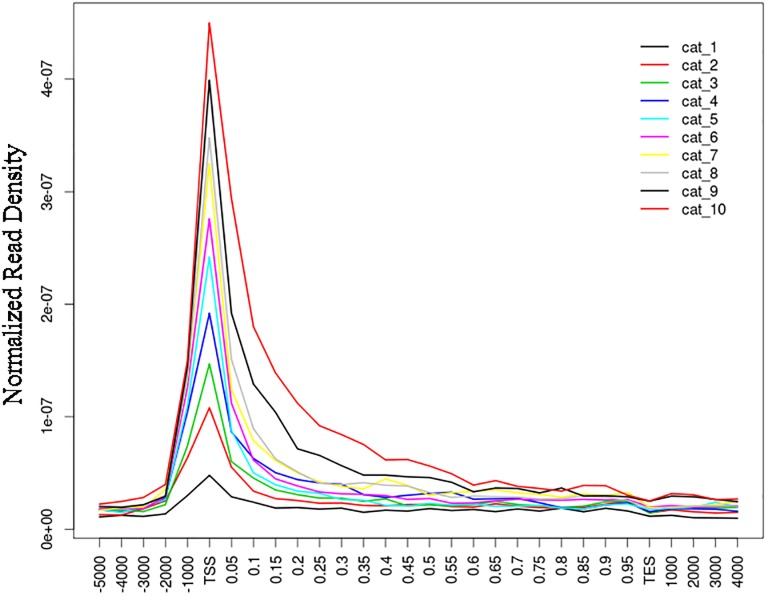
Histone modification enrichment in the entire gene structure and its relationship with gene expression in 10 categories.

### Clustering analysis

In these LD samples, H3K4me3 mainly enriched in the promoter region of genes. Thus, we conducted k-means clustering for all the genes represented in the gene expression microarray to explore the H3K4me3 pattern in promoters. First we sorted all the genes by their expression value and plotted H3K4me3 level on promoters. The resulting profile vividly shows the positive association between gene expression and enrichment of H3K4me3 on the promoter (Fig 6A). Subsequently, we set k as 2, 3 and 4 to detect characteristic patterns within the histone modification profiles. The classification of 3 groups appeared to capture the major existing patterns (Fig 6A). The largest cluster (cluster 3) corresponded to genes without significant enrichment of H3K4me3, while the other two groups consisted of genes with striking enrichment of H3K4me3 on either side of the TSS. The corresponding expression of each gene class is shown in a box plot (Fig 6B) and revealed that the genes within cluster 3 exhibit lower expression levels than those in clusters 1 and 2, which, in turn, show similar overall expression. Thus, cluster 3 genes would likely maintain a silence stage in LD muscle in Angus cattle, while H3K4me3 plays regulatory roles in the expression of genes within clusters 1 and 2.

**Fig 6:**
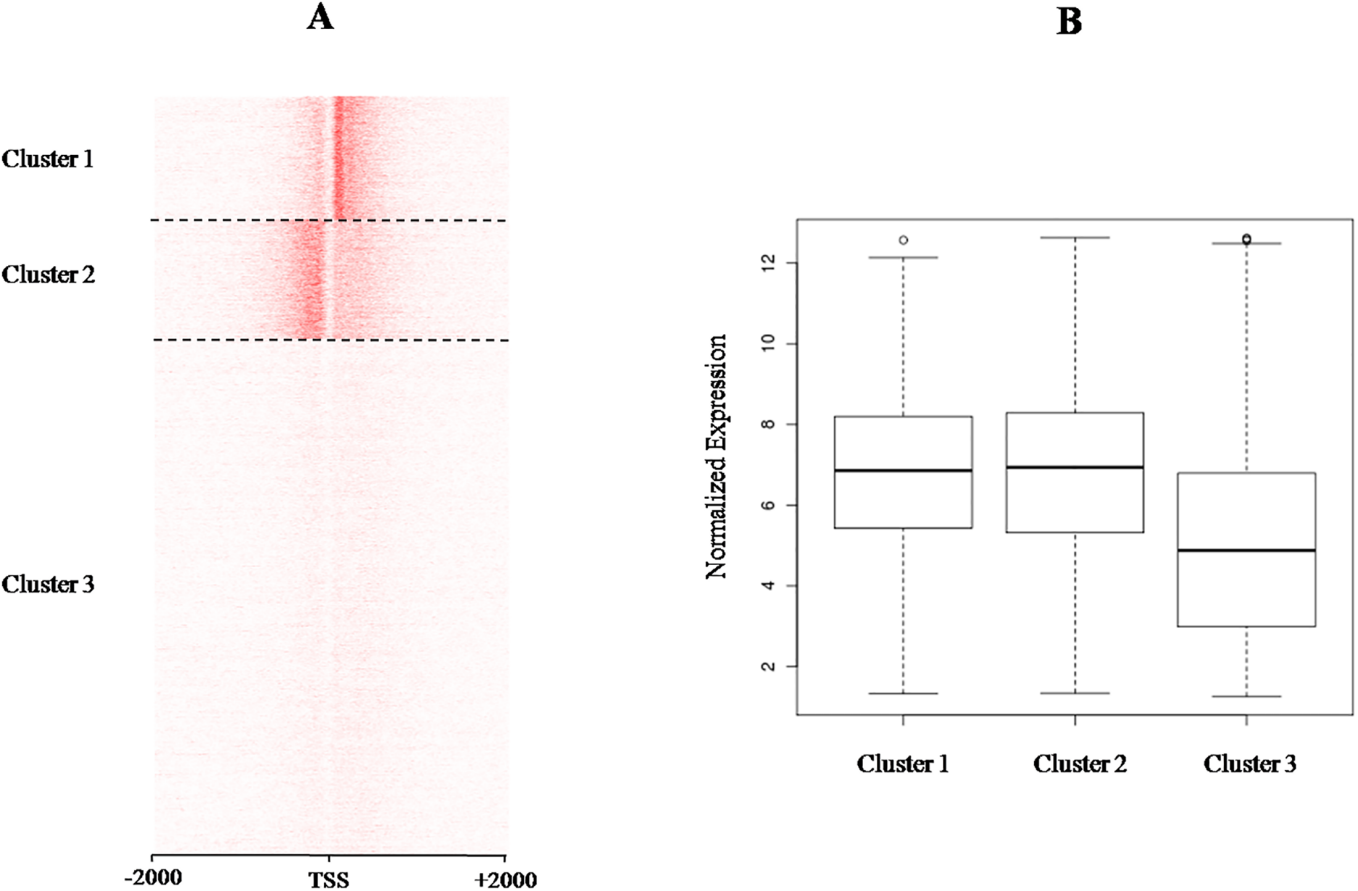
The relationship between H3K4me3 enrichment pattern and gene expression. (A) K-means clustering of different H3K4me3 enrichment pattern in promoters. (B) Box-plot for gene expression of different H3K4me3 enrichment pattern in LD.

### Functional annotation of genes with H3K4me3 enriched promoters

It has been previously reported that H3K4me3 enriches the promoter region of active genes [16]. To investigate the function of this histone modification, we further explored the function of genes enriched with H3K4me3 in the promoter region, which was defined as the 4 kb region surrounding the TSS (-2000 to +2000 bp). In total, we found 1,597 and 574 genes in the corresponding tender and tough clusters. IPA analysis showed that genes in the tender group, involved in several pathways, such as connective tissue development and function, skeletal and muscular system development and function, tissue development, genetic disorder, skeletal and muscular disorders, connective tissue disorders, cellular growth and proliferation, cell morphology, cellular assembly and organization, cell signaling, lipid metabolism, molecular transport, carbohydrate metabolism, small molecule biochemistry, *etc* (S1 Table). And in the tough group, enriched genes associated with cell death, lipid metabolism, small molecule biochemistry, cellular compromise, drug metabolism, cellular development, hematopoiesis, genetic disorder, neurological disease, embryonic development, organ development, energy production, lipid metabolism, small molecule biochemistry, *etc* (S2 Table).

### Validation of ChIP, ChIP-Seq results by Q-PCR

It has reported that chaperonin containing TCP1, subunit 8 (CCT8)–an active gene—enriches with histone marker around TSS [17]. Additionally, in most cell types serpin peptidase inhibitor, clade A, member 1 (SERPINA1) associates with histone modifications correlated with silencing. Whereas it shows low levels of histone modifications, gene transcription activity increases. So we chose CCT8 and SERPINA1 as positive and negative control regions and performed q-PCR to check the ChIP quality before library construction. The ChIP q-PCR results showed that the H3K4me3 enrichment between CCT8 and SERPINA1 in tender and tough was 13.04-fold and 25.19-fold, respectively (S1 Fig). It means that ChIP quality was appropriate for further experiment. After sequencing and data analysis, we selected 3 regions with H3K4me3 peaks and performed ChIP Q-PCR to validate the ChIP-Seq results. The results showed good concordance between ChIP-Seq and ChIP-qPCR (S2 Fig).

## Discussion

Histone lysine methylation occurs on 6 lysine residues, lysine 4, 9, 27, 36 and 79 for histone H3, and lysine 20 for histone H4 [18]. Each of these can be mono-, di- or trimethylated and each methylation pattern can associate with gene activation or repression, depending on the site of methylation and the number of methyl groups added. For instance, H3K4me2 and H3K4me3 are associated with transcriptional activation, whereas H3K9me3 and H3K27me3 are related to transcriptional repression [19]. Histone methylation is catalyzed by several different enzyme families during myogenesis and muscle development. It has been reported that a histone methyltransferase, *SET and MYND domain containing 1* (smyD1), is required for myofibril organization and muscle contraction in zebrafish embryos and plays a critical role in myofibril development during myofiber maturation [20]. SETD3 constitutes a H3K4/K36 methyltransferase and participates in the transcriptional regulation of muscle cell differentiation [21]. Additionally, demethylation of H3K9me3 at the promoter of myogenin by an isoform of the histone demethylase, JMJD2A, probably induces muscle differentiation [22].

Using sequencing technology to analyze genome-wide chromatin changes has greatly improved our understanding of the relationship between epigenetics and gene expression. This global approach extends our view to a whole-genome-scale providing deep insights into histone modifications, in general. Here using genome-wide mRNA expression profiling and H3K4me3 enrichment profiling for tender and tough groups in LD of Angus, we obtained a global H3K4me3 map of the bovine genome and explored the impact of H3K4me3 on gene expression and beef tenderness. We found that the H3K4me3 markers on the whole genome or promoter regions displayed similar patterns in tender and tough groups, with high H3K4me3 enrichment surrounding the TSS and a significant decrease far from TSS. 

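Genome-wide, the tender and tough peaks that overlapped one to one (9474 pairs) had correlated scores, with a Spearman's rho of 0.756 and a Pearson's r of 0.767 on the log2 scale. Each had p = 1e-05 in a permutation test, the smallest that 100000 resamples can give, the 2 correlations being the only ones computed across pairs. They run across peaks of 2 libraries, and peaks are not independent replicates. The rho was 0.765 with merged regions and summed scores, and it moved most, to 0.643 over 5808 pairs, with peaks of at least 2 times the lowest score. The reads of both peaks could be counted in 8697 pairs with scores up to 180, with 236425 reads in the tender and 230377 in the tough peaks and a median of 25 and 24 per peak. Each pair was compared with the tender share of all reads in pairs, 50.6%, by an exact binomial test, a comparison chosen after seeing the data. At a Benjamini-Hochberg adjusted p under 0.05 the reads differed in 11 of the counted pairs, 6 higher in the tender and 5 higher in the tough group. This is not a count over all pairs, because 777 pairs were left out, 450 with only the tender peak above the limit, 78 with only the tough peak and 249 with both, so pairs with many more reads in the tender group are missing from it. With the share set by the depth of the libraries, 46.2%, the number of counted pairs rose to 68, 66 of them higher in the tender group. Over the counted pairs the Pearson dispersion, the variance of the reads relative to binomial sampling, was 1.387. So the reads in the peaks as called varied between the groups by more than such sampling alone gives. The reads of a pair were counted within each group's own peak, not over a common region. The tough peak was the longer in 59.6% of the 9474 pairs. Unequal lengths can therefore add to this variation and to the numbers of differing pairs. At a median of 25 reads per peak only large differences are detectable in a single pair, and the exact binomial test does not cover the spread between steers. From the similar maps of the groups and their profiles around the TSS, which were not analysed here, the paper concludes that the pattern of the mark was alike in tender and tough LD.

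**Figure D4:**
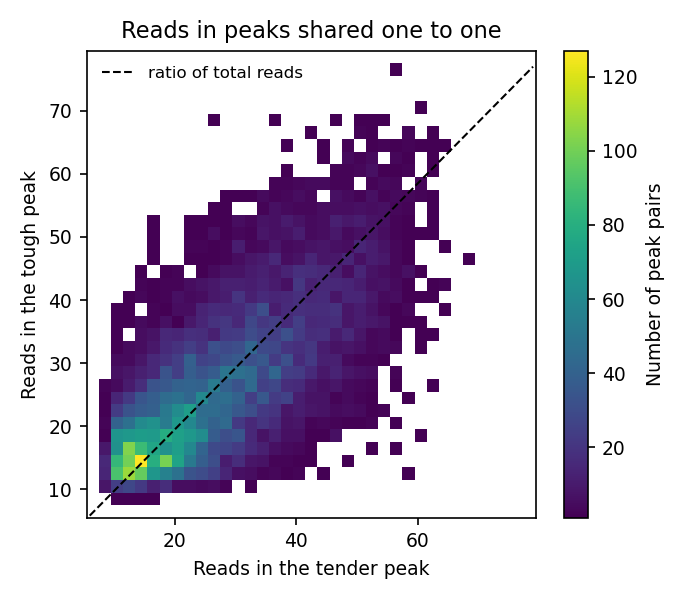
Reads in the tender peak (horizontal axis) against reads in the tough peak (vertical axis) for the 8697 pairs of peaks that overlapped one to one and whose reads could be counted, with the colour giving the number of pairs. The dashed line is the ratio of the total reads in the tough to those in the tender peaks, 0.974, and the pairs spread around it.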

Moreover, our data confirmed a strong positive correlation between H3K4me3 levels and gene expression [23–25].

Tenderness is a very important determinant of beef quality, which is affected by many factors, including breed, nutritional status, muscle fiber type composition and postmortem aspects, such as temperature, sarcomere length and proteolysis. Of these factors, fiber types have been widely associated with meat tenderness, thus identifying the optimum fiber type composition remains as a hot spot in this field [26,27]. Muscle fiber type plays a fundamental role in modeling meat appearance, color stability, texture, taste, and tenderness as well [26,27]. Bovine skeletal muscle is mainly classified into two different categories, fast and slow, according to the differences in the ATPase properties of the myosin heavy chain (MHC) isoforms [12]. Slow muscle, otherwise known as oxidative muscle, associates with flavor or tenderness, while meat from fast fibers, which grow more rapidly, tends to be tougher and drier. Some research has focused on mechanisms to replace fast fibers with slow fibers to improve beef quality. It has been found that epigenetic factors, such as DNA methylation, histone acetylation and histone methylation, regulate skeletal muscle fiber types [19]. Researchers also found that H3 acetylation and H3K4me3 occupancy vary directly with the transcriptional activity of MHC genes in fast and slow fiber types [19]. Our results showed that myosin heavy chain 1(MYH1) enriched with H3K4me3 in tough group while H3K4me3 increased in myosin heavy chain 2 (MYH2) in tender group, implying that this histone marker may regulate myosin gene expression and the resulting variation of muscle fiber type composition, which is relevant for beef tenderness.

Myogenic Differentiation 1 (Myod1), a basic-helix-loop-helix (bHLH) transcription factor, constitutes a master regulatory gene of skeletal muscle differentiation and can induce skeletal muscle differentiation in cells from many different lineages [28]. Myogenic factor 5 (Myf5) and Myogenic factor 6 (Myf6) also express in skeletal muscle, and each has a crucial role in muscle specification and differentiation [28–32]. It has been found that the azacytidine-mediated demethylation of the myogenic differentiation (Myod) gene resulted in the conversion of 10T1/2 cells to skeletal muscle [33]. In our results, we found that Myod1, Myf5 and Myf6 were highly enriched with the H3K4me3 marker in tender and tough groups. However, each gene presents a different enrichment pattern, implying that this histone marker might involve in muscle differentiation and beef tenderness, partially by distinct marker arrangement of Myod1, Myf5 and Myf6.

Until all the factors involved in the beef tenderness variation are fully known and analyzed, our understanding of muscle differentiation regulated by the interplay of histone modification, transcription activity, and promoter function remains incomplete. Our current study indicates that knowledge about the general relationship of H3K4me3 and transcriptional activity is just the beginning of this exploration.

In summary, by using transcriptome and H3K4me3 enrichment profiling for tender and tough groups in LD of Angus, we first obtained a global bovine H3K4me3 map and explored the relationship of H3K4me3 on gene expression and beef quality. Although the H3K4me3 maps displayed similar patterns in tender and tough groups, with high H3K4me3 enrichment surrounding the TSS, we found that some genes were differently enriched with H3K4me3 markers in tender and tough groups implying that this histone marker may be intensively involved in muscle differentiation and beef quality. We need to further explore the biological mechanisms in the future.

## Materials and Methods

### Sample preparation and experimental design

Nineteen purebred Angus steers were obtained from the Wye Farm (Queenstown, MD). This herd has been closed for nearly 50 years, thus the steers shared similar genetic background and phenotypes. At approximately 12 months of age, the animals were serially harvested. Immediately after harvest, samples of longissimus dorsi (LD) from the right side of the carcass were obtained and placed in RNAlater solution (QIAGEN, Valencia, CA) at -80°C. The carcass was stored at 4°C for a total of 14 days. After this period, steaks were obtained from the LD at the level of the 12^th^ intercostal space and then frozen. For measurement of the WBSF, steaks were thawed at room temperature to an internal temperature of 4°C. Then, the steaks were cooked to a core temperature of 70°C using a George Foreman Lean Mean Fat Grilling Machine. The temperature of steaks was measured using an Oakton thermometer (Temp JKT Acorn series). The cooked steaks were then cooled down to room temperature. Using a sharp cylinder, especially designed for muscle, six cores (1.27 cm in diameter) were sampled parallel to the muscle fiber orientation. The Warner-Bratzler shear forces (WBSF) of the cores were obtained using an Instron #5442 Test Machine (Norwood, MA). The average WBSF of the six cores was calculated and used as the WBSF for the samples [34,35]. From these 19 steers, 4 with the lowest WBSF values (6.77±0.56 kg) were identified as tender and 5 samples with the largest WBSF values (19.93±0.39 kg) labeled as tough. Then both groups underwent further analysis. All procedures were approved by the University of Maryland Institutional Animal Care and Use Committee (Protocol # R-07-05).

### ChIP-Seq Library generation and sequencing

LD samples from 4 tender and 5 tough were chopped into pieces in cold 1×PBS, and then crosslinked and sonicated as described previously [17]. Briefly, after chromatin was prepared for all 9 samples, equal aliquots of chromatin from each individual were pooled to create tender or tough chromatins. Thirty microgram tender or tough chromatins were digested with Micrococcal Nuclease to produce mono-nucleosomes. Then chromatin was immunoprecipitated with H3K4me3 antibody (Millipore) and purified to obtain immunoprecipitated DNA. After checked the quality by PCR, the IP-DNA was end-repaired, added A and ligated with a pair of Solexa adaptors (Illumina, San Diego, CA). After performed PCR on the DNA using the adaptor primers, fragments with a length of approximately 200–400 bp (mononucleosome + adaptors) were isolated from the agarose gel. Sequencing analysis using the purified DNA was performed on the Solexa 1G Genome Analyzer (Illumina) following the manufacturer’s protocols. The data is available at NCBI Gene Expression Omnibus (GEO) (accession number: GSE61936).

### Microarray analysis

Gene expression was assessed in these samples with the 4×44K Bovine Gene Expression Microarray (Agilent, Santa Clara, CA) [36]. Total RNA was extracted from 4 tender and 5 tough samples using the Trizol RNA isolation method (Invitrogen, Carlsbad, CA) and purified with the QIAGEN RNeasy Mini Kit spin columns (QIAGEN, Valencia, CA). RNA was quantified on a spectrophotometer (ND-1000, Nanodrop, Wilmington, DE) and RNA integrity determined with a bioanalyzer (2100 Bioanalyzer, Agilent, Foster City, CA). The employed microarray was designed based on the whole bovine genome sequence, containing 21,475 unique probes, representing approximately 19,500 distinct bovine genes. Equal aliquots of RNA from all samples were pooled to create a common reference sample. Subsequently, two μg of RNA from each sample and the reference sample was reverse transcribed and labeled with Cy3 and Cy5 fluorochrome, respectively, using the Quick Amp Labeling Kit (Agilent). Then, 825 ng of the appropriate Cy3 and Cy5 labeled complementary RNAs (cRNA) were hybridized to the 4×44K microarray. According to the number of samples, a total of 9 arrays were hybridized. To combine the gene expression data with the sequencing data, we converted all Agilent probe IDs into RefSeq and Ensembl gene names. For genes with multiple probe sets in microarray data, the average expression of these probes was taken to represent the expression level of the gene.

### Mapping Read and summarizing count

Sequence reads obtained from the Solexa Genome Analyzer were aligned to the October 2007 version of the bovine genome (Baylor 4.0/bosTau4 using Maq version 0.7.1). Alignment policies of Maq were modified from default. A valid alignment could have a maximum of one mismatch and redundant reads were removed before further analysis to avoid amplification bias. If a read aligned equally well to multiple locations in the genome, this read was discarded to obtain the unique alignment. Only unique reads and unique aligned reads were chosen to perform further analysis. Read counts were summarized using non-overlapping windows of 200 bp for visualization on the UCSC genome browser. For the purpose of comparison between tender and tough group, summary counts in each sample were normalized to per million mapped reads in the corresponding sample.

### Peak identification

Summarized read counts were subjected to peak calling with SICER [37]. The source code was modified to support the bovine genome. Fragment length was specified to be about 190 bp as estimated from our ChIP-Seq experiments. A window size of 200 (default) and gap size of 400 bp was used for the analysis. The E-value for estimating significant peaks was set to 100.

### Overlap genes and peaks

Version 2007 of the RefSeq gene annotations were downloaded from UCSC genome browser. We defined a gene as being the region from 5000 bp upstream of 5’-end to 5000 bp downstream of 3’-end. To identify genes enriched with H3K4me3 marker, we aligned the peak with the genes. A gene was defined as enrichment if SICER identified peaks overlapped the gene promoter region.

RefSeq and Ensembl gene annotations were downloaded from UCSC Genome Browser and Ensembl Genome Browser. Because the RefSeq database only contained 13,974 genes, we included Ensembl genes in our analysis. The Ensembl database consists of 17,858 annotated genes, including validated and predicted genes. To maximize coverage of annotated genes we combined the two databases as follows: if a genomic region was annotated with both RefSeq and Ensembl genes, we used the RefSeq gene to annotate the region. As a result of this step, we obtained a non-redundant list of genes consisting of 13,974 RefSeq genes and 13,892 Ensembl genes.

### Genome-wide peak distribution and histone profiles

To calculate the genomic distribution of significant peaks we counted all peaks that overlapped with one of the following regions: promoter (TSS ± 1 kb), exons, introns, 5’ UTR and 3’ UTR. Genes were divided into ten categories based on their absolute expression. Histone modification profiles were calculated in 1 kb windows from 5 kb upstream to 5 kb downstream of the gene. For reads falling within the gene body, read counts were obtained in bins of 5% of the gene length. We also obtained read count profiles in 5 bp windows for 2 kb on either side of the TSS of the genes. The read counts were finally normalized to the total number of genes in the categories and the total number of reads in the sample.

### k-means clustering

K-means clustering used the region centered TSS from down-stream 2,000 bp to up-stream 2,000 bp. The signal was explored for all genes except for genes shorter than 2,000 bp. K means clustering was then conducted with Euclidean distance similarity metric. *k* (the number of the cluster) was set to 2, 3, 4 and 5. After the clusters were explored, the genes were sorted by their expression level and plotted in a heatmap. The log2 expression values from the cDNA microarrays were also plotted in a box plot to explore the expression patterns of different clusters.

### Function annotation of H3K4me3 enriched genes

Ingenuity Pathway Analysis (IPA) (Ingenuity System, www.ingenuity.com) was used to generate networks and assess statistically relevant biofunctions and canonical pathways. All the enriched genes was uploaded and mapped to corresponding expression genes in the Ingenuity knowledge database. The biofunctional analysis identified “molecular and cellular function” and “physiological system development and function”. Canonical Pathway Analysis identified pathways most significantly represented in the dataset. The significance between the dataset and the canonical pathway was measured using Fisher’s exact test obtaining a *p* value and a Benjamini-Hochberg correction for multiple testing was also applied.

### Validation of ChIP and ChIP-Seq results by Q-PCR

The quality of the ChIP and peaks found in ChIP-Seq result were validated by Q-PCR using an iCycler iQ PCR system (Bio-Rad). The Q PCR were performed in a final volume of 20 *μ*l with a QuantiTect SYBR Green PCR Kit (Qiagen) according to the manufacturer’s instructions. The primers for all of the genes analyzed are in S3 Table.

## Supporting Information

S1 Fig Validation of ChIP quality by Q-PCR. The quality of the ChIP was validated by quantitative PCRusing primers located on the promoter region of CCT8 and SERPINA1 respectively. The x-axis represents the samples while the y-axis represents the relative enrichment.
(TIF) Click here for additional data file.

S2 Fig Validation of the three H3K4me3 peaks by Q-PCR. Primers were designed based on the predicted H3K4me3 peaks. The x-axis represents the samples while the y-axis represents the relative enrichment.
(TIF) Click here for additional data file.

S1 Table Pathways that genes enriched with H3K4me3 involed in tender group. (XLS) Click here for additional data file.

S2 Table Pathways that genes enriched with H3K4me3 involed in tough group. (XLS) Click here for additional data file.

S3 Table Primers used in this experiment. (XLSX) Click here for additional data file.

## References

[1] WarnerR, GreenwoodP, PethickD, FergusonD (2010) Genetic and environmental effects on meat quality. Meat Science 86: 171–183. 10.1016/j.meatsci.2010.04.042 20561754

[2] RobinsonD, FergusonD, OddyV, PerryD, ThompsonJ (2001) Genetic and environmental influences on beef tenderness. Animal Production Science 41: 997–1003.

[3] ThompsonJ, PerryD, DalyB, GardnerG, JohnstonD, et al (2006) Genetic and environmental effects on the muscle structure response post-mortem. Meat Science 74: 59–65. 10.1016/j.meatsci.2006.04.022 22062716

[4] ZhangCL, McKinseyTA, OlsonEN (2002) Association of class II histone deacetylases with heterochromatin protein 1: potential role for histone methylation in control of muscle differentiation. Molecular and cellular biology 22: 7302–7312. 1224230510.1128/MCB.22.20.7302-7312.2002PMC139799

[5] YangQ, DahlM, AlbertineK, RamchandranR, SunM, et al (2013) Role of histone deacetylases in regulation of phenotype of ovine newborn pulmonary arterial smooth muscle cells. Cell proliferation 46: 654–664. 10.1111/cpr.12076 24460719PMC3904681

[6] McGeeSL, HargreavesM (2010) Histone modifications and skeletal muscle metabolic gene expression. Clinical and experimental pharmacology and physiology 37: 392–396. 10.1111/j.1440-1681.2009.05311.x 19793100

[7] BlaisA, van OevelenCJC, MargueronR, Acosta-AlvearD, DynlachtBD (2007) Retinoblastoma tumor suppressor protein—dependent methylation of histone H3 lysine 27 is associated with irreversible cell cycle exit. The Journal of cell biology 179: 1399 10.1083/jcb.200705051 18166651PMC2373492

[8] CarettiG, Di PadovaM, MicalesB, LyonsGE, SartorelliV (2004) The Polycomb Ezh2 methyltransferase regulates muscle gene expression and skeletal muscle differentiation. Genes & development 18: 2627.1552028210.1101/gad.1241904PMC525543

[9] Ait-Si-AliS, GuasconiV, FritschL, YahiH, SekhriR, et al (2004) A Suv39h-dependent mechanism for silencing S-phase genes in differentiating but not in cycling cells. The EMBO Journal 23: 605–615. 1476512610.1038/sj.emboj.7600074PMC1271807

[10] RampalliS, LiL, MakE, GeK, BrandM, et al (2007) p38 MAPK signaling regulates recruitment of Ash2L-containing methyltransferase complexes to specific genes during differentiation. Nat Struct Mol Biol 14: 1150–1156. 1802612110.1038/nsmb1316PMC4152845

[11] PerdigueroE, Sousa-VictorP, BallestarE, Munoz-CanovesP (2009) Epigenetic regulation of myogenesis. Epigenetics 4: 541–550. 2000953610.4161/epi.4.8.10258

[12] PandorfCE, HaddadF, WrightC, BodellPW, BaldwinKM (2009) Differential epigenetic modifications of histones at the myosin heavy chain genes in fast and slow skeletal muscle fibers and in response to muscle unloading. American Journal of Physiology-Cell Physiology 297: C6 10.1152/ajpcell.00075.2009 19369448PMC2711647

[13] HeY, YuY, ZhangY, SongJ, MitraA, et al (2012) Genome-wide bovine H3K27me3 modifications and the regulatory effects on genes expressions in peripheral blood lymphocytes. PLoS One 7: e39094 10.1371/journal.pone.0039094 22761725PMC3386284

[14] SchonesDE, ZhaoK (2008) Genome-wide approaches to studying chromatin modifications. Nat Rev Genet 9: 179–191. 10.1038/nrg2270 18250624PMC10882563

[15] ZhaoC, TianF, YuY, LuoJ, HuQ, et al (2012) Muscle transcriptomic analyses in Angus cattle with divergent tenderness. Mol Biol Rep 39: 4185–4193. 10.1007/s11033-011-1203-6 21901422

[16] LuoJ, MitraA, TianF, ChangS, ZhangH, et al (2012) Histone methylation analysis and pathway predictions in chickens after MDV infection. PloS one 7: e41849 10.1371/journal.pone.0041849 22848633PMC3406056

[17] JinC, ZangC, WeiG, CuiK, PengW, et al (2009) H3. 3/H2A. Z double variant—containing nucleosomes mark'nucleosome-free regions' of active promoters and other regulatory regions. Nature genetics 41: 941–945. 10.1038/ng.409 19633671PMC3125718

[18] GreerEL, ShiY (2012) Histone methylation: a dynamic mark in health, disease and inheritance. Nat Rev Genet 13: 343–357. 10.1038/nrg3173 22473383PMC4073795

[19] BaarK Epigenetic control of skeletal muscle fibre type. Acta Physiologica 199: 477–487. 10.1111/j.1748-1716.2010.02121.x 20345412

[20] TanX, RotllantJ, LiH, DeDeyneP, DuSJ (2006) SmyD1, a histone methyltransferase, is required for myofibril organization and muscle contraction in zebrafish embryos. Proceedings of the National Academy of Sciences of the United States of America 103: 2713 1647702210.1073/pnas.0509503103PMC1531647

[21] EomGH, KimKB, KimJH, KimJY, KimJR, et al Histone methyltransferase SETD3 regulates muscle differentiation. Journal of Biological Chemistry.10.1074/jbc.M110.203307PMC318636321832073

[22] VerrierL, EscaffitF, ChailleuxC, TroucheD, Vandromme M A New Isoform of the Histone Demethylase JMJD2A/KDM4A Is Required for Skeletal Muscle Differentiation. PLoS Genetics 7: e1001390 10.1371/journal.pgen.1001390 21694756PMC3107188

[23] BarskiA, CuddapahS, CuiK, RohTY, SchonesDE, et al (2007) High-resolution profiling of histone methylations in the human genome. Cell 129: 823–837. 1751241410.1016/j.cell.2007.05.009

[24] KeXS, QuY, RostadK, LiWC, LinB, et al (2009) Genome-wide profiling of histone h3 lysine 4 and lysine 27 trimethylation reveals an epigenetic signature in prostate carcinogenesis. PLoS One 4: e4687 10.1371/journal.pone.0004687 19262738PMC2650415

[25] ZhangX, BernatavichuteYV, CokusS, PellegriniM, JacobsenSE (2009) Genome-wide analysis of mono-, di- and trimethylation of histone H3 lysine 4 in Arabidopsis thaliana. Genome Biol 10: R62 10.1186/gb-2009-10-6-r62 19508735PMC2718496

[26] KlontRE, BrocksL, EikelenboomG (1998) Muscle fibre type and meat quality. Meat Science 49: S219–S229. 22060713

[27] MaltinC, BalcerzakD, TilleyR, DeldayM (2003) Determinants of meat quality: tenderness. Proceedings of the Nutrition Society 62: 337–348. 1450688110.1079/pns2003248

[28] MolkentinJD, OlsonEN (1996) Defining the regulatory networks for muscle development. Current Opinion in Genetics & Development 6: 445–453.879152410.1016/s0959-437x(96)80066-9

[29] PuriPL, SartorelliV (2000) Regulation of muscle regulatory factors by DNA binding, interacting proteins, and post transcriptional modifications. Journal of Cellular Physiology 185: 155–173. 1102543810.1002/1097-4652(200011)185:2<155::AID-JCP1>3.0.CO;2-Z

[30] PerryRLS, ParkerMH, RudnickiMA (2001) Activated MEK1 binds the nuclear MyoD transcriptional complex to repress transactivation. Molecular cell 8: 291–301. 1154573210.1016/s1097-2765(01)00302-1

[31] BuckinghamM, BajardL, ChangT, DaubasP, HadchouelJ, et al (2003) The formation of skeletal muscle: from somite to limb. Journal of anatomy 202: 59–68. 1258792110.1046/j.1469-7580.2003.00139.xPMC1571050

[32] PownallME, GustafssonMK, EmersonCPJr (2002) Myogenic regulatory factors and the specification of muscle progenitors in vertebrate embryos. Annual review of cell and developmental biology 18: 747–783. 1214227010.1146/annurev.cellbio.18.012502.105758

[33] JonesPA, WolkowiczMJ, RideoutWM, GonzalesFA, MarziaszCM, et al (1990) De novo methylation of the MyoD1 CpG island during the establishment of immortal cell lines. Proceedings of the National Academy of Sciences 87: 6117–6121. 238558610.1073/pnas.87.16.6117PMC54483

[34] ZapataI, ZerbyHN, WickM (2009) Functional proteomic analysis predicts beef tenderness and the tenderness differential. Journal of Agricultural and Food Chemistry 57: 4956–4963. 10.1021/jf900041j 19449808

[35] SawdyJC, KaiserSA, St-PierreNR, WickMP (2004) Myofibrillar 1-D fingerprints and myosin heavy chain MS analyses of beef loin at 36 h postmortem correlate with tenderness at 7 days. Meat Science 67: 421–426. 10.1016/j.meatsci.2003.11.014 22061516

[36] ZhaoC, TianF, YuY, LuoJ, HuQ, et al (2012) Muscle transcriptomic analyses in Angus cattle with divergent tenderness. Molecular Biology Reports 39: 4185–4193. 10.1007/s11033-011-1203-6 21901422

[37] ZangC, SchonesDE, ZengC, CuiK, ZhaoK, et al (2009) A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. Bioinformatics 25: 1952 10.1093/bioinformatics/btp340 19505939PMC2732366

How the deposited data were processed for this re-analysis (not part of the article)

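H3K4me3 was measured by ChIP-Seq in the LD of Angus steers, with 1 library of pooled chromatin from 4 tender steers and 1 from 5 tough steers. The groups were taken from the sample labels and the paper's methods. By the methods, the authors aligned the reads to bosTau4 with Maq, allowed a single mismatch, dropped duplicate reads and reads with several equally good positions, and called peaks with SICER in windows of 200 bp with gaps of up to 400 bp. For each library the authors deposited a list of peaks with a SICER score, which is the sum over the windows of a peak of minus the natural log of the Poisson probability of the reads in the window. The paper names no control library, and the score therefore compares a peak with the mean over the genome. The deposited lists state no build, and their positions were used as they stand.

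Overlaps between the groups were counted with at least 1 bp as shared. Lengths and scores were compared by permutation tests of the difference of medians with 100000 resamples. Scores of peaks that overlapped one to one were compared by Spearman's and Pearson's correlation. For the chromosomes, overlapping peaks of both groups were merged and their share on each of the 30 chromosomes was set against the share of length by an exact binomial test with Benjamini-Hochberg adjustment and a threshold of 0.05. The last peak end in either list stood in for the length of a chromosome. For the test of base pairs covered, the covered share was treated as that share of the peaks. Peaks per 1 Mb bin were compared with 1000 random placements within chromosomes.

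The mean number of reads per window was computed from the scores of peaks a single window long, 0.157 in the tender and 0.182 in the tough library, and refined with peaks up to a score of 80. The reads in peaks with a score up to 180 followed from the scores, within a tolerance of 1.5e-09, for 94.0% of the tender and 96.5% of the tough peaks. The total number of reads of each library is not in the files analysed here. Most peaks rest on few reads, with a median of 21 in the tender and 23 in the tough group. The reads per peak and the tests on them were chosen after the values had been seen.

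The chromosomes named in the text follow a rule set before the processed files arrived, namely those the paper names and any with a higher fold than the lowest of these. By the same rule the 5 highest-scoring peaks and the 5 highest-scoring unique peaks of each group are named. The alternatives tried were a threshold of 2 times the lowest score, chromosomes 1 to 29 and X only, an overlap of 50% of the peak's own length or of both peaks, a gap of up to 400 bp, the same number of peaks in each group, merged regions with summed scores, each group alone, shared peaks only, base pairs covered, the genome shares printed in Fig. 2, bins of 5 Mb and only the lowest 3 score levels for the depth. Shuffling bins of 5 Mb across chromosomes 10000 times, the expected share of reads from the depth, a minimum of 20 reads in a pair, a limit of 180 on the summed score of a pair and a score limit of 100 for counted reads were added after the data had been seen.

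Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. They were tested on simulated data, where 100% of the read numbers of 3000 peaks were recovered, 90% of 200 pairs changed by a factor of 4 were found with 2.7% false pairs, and 5 of 5 enriched chromosomes were found. Genes with a promoter peak, distances to the TSS, gene parts, the genes the paper names and the peaks chosen for quantitative PCR were left out because no genome or annotation of the build was at hand. Gene expression was left out because no microarray values are in the files analysed here.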

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

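Peaks on the mitochondrial chromosome, which the paper does not discuss, were flagged because they are a signal in data the paper did not analyse. The 3 tender peaks covered 91.4% and the 3 tough peaks 92.6% of the 16200 bp up to the last peak end. Their score per window was 10.2, 6.2 and 5.2 in the tender peaks, against a median of 6.5 over all tender peaks, and 11.2, 12.0 and 9.3 in the tough peaks, against a median of 5.1. A candidate explanation is mitochondrial DNA carried along in many copies, for which coverage of more than 80% of the chromosome in each group was predicted. The lower of the 2 values was 91.4%, so this explanation remains. The prediction was written after the peaks had been seen, and its other part, the absence of a narrow maximum, can be seen only from peak to peak, since the lists do not show the reads within a peak. Nuclear copies of mitochondrial sequence were not tested, and no biological explanation was tested.

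The highest-scoring peak of each group was flagged because it stands far above the median score and the paper does not discuss it. It lay on chromosome 25 from 17729801 to 17731200, with a score of 2371.6 in the tender and 1125.1 in the tough group. The median scores were 59.4 and 57.4. The next peak scored 1485 in the tender and 1115.1 in the tough group, so only in the tender group did the highest peak stand apart from the next. A candidate explanation is a place where reads pile up in any library, such as a repeat collapsed in the assembly. It predicts the same highest peaks in both groups, and of the 5 highest tender and the 5 highest tough peaks, 10 in all, 9 had a partner among the 10 highest of the other group. The peaks on chromosomes 25 and 16 and that on chromosome 1 from 61603201 are in both lists, so each was counted in both. The 9 were also unlike each other. The score per window was 338.8 in the highest tender peak (1400 bp). It was 14.8 in the tender peak on chromosome 23 (9000 bp) and 9.1 in the tough peak on chromosome 1 from 80175601 (13400 bp). The prediction was written after the result was seen. A strong H3K4me3 site present in all steers would give the same result, so the test does not separate the explanations. No control library is in the files analysed here to tell them apart.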

How the results depend on the processing

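The alternatives were set before the processed files arrived, except where a later choice is stated. Of 97 rows of alternatives, each comparing a value with its own main value, 77 were labelled the same and 20 changed. For numbers of peaks, the same meant within a factor of 1.5 of the main value. For the permutation tests and correlations it meant the same direction and the same side of 0.05. Values labelled the same could therefore still move. Unique tender peaks, for example, fell from 2838 to 1950 with the score threshold in both groups. The number of unique peaks was higher in the tender than in the tough group under every setting but that with the same number of peaks in each group. In those settings the tender list also held more peaks in all, so the excess in number depends on the totals. With the reciprocal overlap, where 8078 peaks were shared in each group, it follows from the totals alone. Some results kept their direction in each alternative run for them, although not every alternative was run for each. These were the lower scores of unique peaks, the longer tough peaks, the correlation of scores and the unevenness along the genome. Their size could move, with a rho of 0.643 under the score threshold and a variance of 24.9 times the mean in bins of 5 Mb. The ratio of depths stayed the same. The ratio of depths had little room to change, since the tough list has no more than 3 score levels.

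Requiring a score of at least 2 times the lowest in both groups left 7948 tender and 6603 tough peaks, 5998 and 5942 of them shared, 661 tough peaks unique, and 30 tender and 83 tough peaks split. With this threshold on the own group only, 6512 tough peaks were shared, and 324 tender and 91 tough peaks were unique. The threshold removes low-scoring peaks, in which most unique peaks lie. Applied to both groups, it could also make peaks unique by removing their weaker partners.

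A reciprocal overlap of 50% gave 4852 unique tender and 3457 unique tough peaks, and an overlap of 50% of the own length gave 2891 unique tough peaks. Tough peaks are the longer ones, so a shorter tender peak may cover less than the required part of them. The unique shares were 21.9% tender and 13.9% tough in the main setting, 25.3% and 25.1% with an overlap of 50% of the own length, 37.5% and 30.0% with the reciprocal overlap, 21.7% and 13.6% with a gap of up to 400 bp, and 24.5% (1950 peaks) and 10.0% with the score threshold in both groups. Keeping the same number of peaks in each group, which drops the lowest-scoring tender peaks, gave 1877 unique tender peaks (16.3%) and 1989 unique tough peaks (17.2%). With equal totals the unique counts are fixed by the shared counts, and the dropped tender peaks are the ones most often unique, so this setting cannot show whether the tender excess is real.

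With p from shuffling 5 Mb bins, chosen after seeing the data, 9 chromosomes in place of 25 passed the threshold, and 3 of the 5 chromosomes the paper names. Shuffling bins keeps neighbouring peaks together, which the binomial test treats as independent. With the expected share of reads from the depth of the libraries, also chosen later, 68 pairs in place of 11 differed in reads, since the tough peaks held fewer reads than the depth of their library predicts. The limit of 180 on each score leaves out pairs by the value being compared. With a limit of 180 on the summed score of a pair instead, chosen later still, 2 of 6262 pairs differed, but these pairs hold fewer reads, so smaller differences are missed.

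The depth limits what a unique peak can show. Unique peaks held a median of 12 reads in the tender and 14 in the tough group, and absence from the other list means only that no peak was detectable there at this depth. The replicate block was not run because each group is 1 pooled library and the groups share a single replicate number. The alternatives for genes with a promoter peak, distances to the TSS and gene parts were not run because no annotation of the build was at hand.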

Differences from the paper's values

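On chromosome X the last peak ended at 148.8 Mb in the deposited lists, while the paper's chromosome X ends at about 88 Mb in Fig. 1, read by eye. The share of chromosome X in the length of the 30 chromosomes, taken to the last peak end, was 5.6%, against the paper's about 2.4% in Fig. 2, read by eye. Of the alternatives set before the files arrived, the genome shares printed in Fig. 2 replace these lengths with the paper's own, so chromosome X then has the paper's share by construction, and the other alternatives leave the lengths as they are.

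The totals of peaks were closer, with 12930 tender and 11535 tough peaks against the paper's 12452 and 11395. Shared were 10092 and 9930 peaks against the paper's 9742 and 9566, and unique were 2838 and 1605 against the paper's 2710 and 1829. No alternative gave the paper's exact numbers.

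The paper names chromosomes 3, 7, 18, 19 and 25 as the ones with more of the mark than the others. In the deposited lists chromosome 3 had a fold of 1.196 over its share of length. Chromosomes 23, 22, 29, 13 and 11 had higher folds of 1.650, 1.329, 1.298, 1.210 and 1.209. The order of 3, 13, 11, 29 and 17 depended on the setting. With a threshold of 2 times the lowest score, chromosome 3 (1.331) was above 29 (1.323), 11 (1.185) and 13 (1.104). With the shares of Fig. 2, chromosome 17 (1.150) was above 3 (1.091). With tender peaks only, chromosome 3 (1.23) was above 13 (1.17) and 11 (1.22). With tough peaks only it was also above them (1.26 against 1.18 and 1.16). With base pairs covered 13 was above 3 and 11 below it, and with the shares of Fig. 2 the reverse held. None of 23, 22, 29, 13 and 11 passed the shuffling of 5 Mb bins, nor did 3. Fig. 2 was described by the paper as made from reads, and the folds here count peaks.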

Other observations

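Statements on depth rest on both libraries having been scored with the same genome size, which was not tested. On that condition the tough library was deeper and yet had fewer peaks, 11535 against 12930. A higher threshold in the tough library is a candidate explanation. With the lowest tough score, 25.2, applied to the tender list as it stands, 12169 tender peaks remained, but this does not decide the point, because the same reads score higher in the tender library. When the reads of the tender peaks were scored at the mean of the tough library, a test added after that value was seen, 11582 tender peaks reached the lowest tough score, against 11535 tough peaks. This test is one-sided, because the reads were not raised to the tough depth and scores can then only fall, and 3293 tender peaks with a score of 100 or more were kept without rescoring. Neither test tells how much of the difference in number the threshold accounts for. A lower depth of the tough library was not seen, with a ratio of depths of 1.165 tough to tender, a prediction written after the ratio was known. The 8697 counted pairs of peaks shared one to one held fewer reads in the tough library than its depth predicts, with a ratio of reads that was 0.836 of the ratio of depths, and 0.848 in the 6262 pairs with a summed score up to 180. This is consistent with a lower share of the reads falling in peaks in the tough library, a prediction also written after the values were seen. Whether such a share comes from the immunoprecipitation or from the muscle of the tough steers cannot be told apart with 1 library per group.

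Tough peaks were longer than their tender partners by a mean of 393.2 bp and a median of 200 bp. Random background reads that extend a peak predict a mean difference of 93.0 bp at these depths, less than the observed mean, and less than the median, which the prediction had named. So this explanation does not account for the whole difference. The lower share of reads in peaks was not tested as an explanation of length and is left open. The value of 0.836 describes numbers of reads, and how a share of that size would act on length was not modelled.

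Peaks unique to one group lay close to the calling threshold. Their share in the lowest quartile of tender scores was 390.1 times that in the highest, where at least 5 times was predicted. The highest quartile held only 5 unique tender peaks, so the size of this ratio is uncertain. A candidate explanation for unique peaks is the sampling noise of the reads. When the reads of tender peaks with a score up to 100 were redrawn 100 times at the ratio of reads seen in shared pairs, an average of 1686.0 peaks fell below the lowest tough score, 59.4% of the 2838 unique peaks. For tough peaks the average was 442.0, 27.5% of 1605. With the ratio of depths in place of the ratio of reads, the averages were 835.8 and 1043.5 peaks, 29.4% and 65.0% of the unique ones. The prediction did not say which ratio was meant, and the readings differ, so it cannot be told how many unique peaks sampling noise accounts for. The redraw also takes the observed reads as the true mean and leaves out windows that held no reads. A difference between tender and tough muscle at these peaks was not tested, since no replicate libraries exist.

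The last peak on chromosome X, at 148.8 Mb, lies beyond the end drawn in Fig. 1. The last peak on chromosome 12, at 91.1 Mb, also lies beyond its drawn end, about 85 Mb by eye, but by much less. The last peak on chromosome 1, at 157.2 Mb, lies before its drawn end. These ends could come from another assembly in the deposited lists than in Fig. 1, a prediction written after the ends had been seen. Which assembly the lists use was not determined, and no positions were converted.

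A hypothesis that short chromosomes carry more peaks for their length was tested across the 30 chromosomes. The fold over the share of length had a Spearman's rho of -0.415 with length (permutation p = 0.023, adjusted p = 0.023) and a Pearson's r of -0.443 (permutation p = 0.013, adjusted p = 0.023), 2 relations in all. Without the 2 chromosomes farthest from the median length r was -0.375. A rho below -0.5 had been set as the mark of this explanation after the counts per chromosome had been seen, and a rho above -0.3 as near 0. The value lies between them, so this explanation cannot be told from the counts. The number of genes on each chromosome was not analysed here.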
